A study of Mus musculus with 481 samples. Its data were reported in "Transcripts with high distal heritability mediate genetic effects on complex metabolic traits" (2025).

How the data were processed

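Liver RNA was sequenced from 481 diversity outbred (DO) mice, an outbred stock descended from 8 inbred founder strains, with 1 library per mouse. Groups were taken from the sample titles, which give the sex, a generation number and a mouse number. The 240 females and 241 males fall into 10 groups of sex and generation number (17, 18, 19, 21 and 23), with 46 to 50 mice in each. The study's methods name fewer generations than the titles carry, so the number is used here as the titles give it. The breeding wave that the study used as a covariate is not in the labels and was not used here. The titles also carry a library number. Libraries were assigned to blocks by runs of 96 consecutive library numbers, which is an inference from the numbers and not a batch stated in the labels. Blocks 1 to 5 held 95 or 96 libraries of both sexes and all 5 generation numbers, and block 6 held 3 libraries.

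According to the study's methods, RNA from the left liver lobe received external control transcripts, was selected for poly(A) tails and was sequenced from both ends of each fragment. The authors combined both mates and aligned them as single-end reads to a transcriptome made for the founder strains, and estimated allele-specific and total expression with EMASE, run through GBRS. The deposited table of expected counts therefore can count a fragment up to 2 times, and a read that matched several genes is divided among them. The authors kept only transcripts that had at least 1 read in more than 0.5 of the libraries. In the table used here, the gene present in the fewest libraries had at least 1 count in 50.1% of them. Whole numbers made up 67.1% of the estimated counts, at a tolerance of 1e-06. The versions of the aligner and annotation are not given in the sources used here, and neither is the use of strand, so values of overlapping and antisense genes are uncertain. The second deposited table holds variance stabilized values on a log2 scale, made by the authors with DESeq2, which ranged from 5.11 to 24.9. The methods state that batch effects were regressed out, but not whether this was done before the deposited values were made. On these values library block still explained 62.6% of the scores of the fourth principal component. This argues against removal of differences between the inferred blocks, but whether the blocks are the authors' batches is not in the labels. Gene positions and symbols came from the deposited annotation table. Of its 20007 genes, 19855 had the same chromosome, start and end in GENCODE release M21 on GRCm38 and 152 had another position, so GRCm38 was taken as the build. Gene types, transcript lengths and GC content came from that release. Dates had replaced 21 symbols of the annotation table, and 6 symbols were shared by 13 gene identifiers.

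Expected counts were rounded to whole numbers and analysed in R 4.3.3 with edgeR 4.0.16. The function filterByExpr, over the 10 groups with a minimum count of 10, kept 18833 genes and removed 1174. At the median total of 76.7 M counts this minimum corresponds to 0.13 CPM (counts scaled to a library total of 1 M). Libraries were scaled by the trimmed mean of M values (TMM). The sex contrast (males minus females) was tested by edgeR's quasi-likelihood F test with generation as a covariate over all libraries, the generation effect by the joint test of its 4 terms with sex as a covariate, and the interaction of sex and generation by the joint test of 4 interaction terms. The sex contrast was also fitted in each generation alone. P-values were adjusted by the Benjamini-Hochberg method over the genes tested, genes were called at an adjusted p under 0.05, and calls with an absolute log2 fold change of at least 1 were counted separately. The standard error of a log2 fold change was taken as its absolute value divided by the square root of F, which is an approximation. CPM values are scaled by TMM. Variance explained per gene was the R squared gained when sex, generation or library block was added last to a linear model of log2 CPM. It is a share of the total variance, and the prior count was 2. Between-mouse variation was the residual SD of log2 CPM after sex and generation, and the biological coefficient of variation from edgeR's tagwise dispersion. Principal components were computed from gene-centred log2 CPM.

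Gene lists were written before the data were examined. Those tested as sets in the sex contrast were the lists for lipid droplets and PPAR gamma, mitosis, macrophages, oxidative phosphorylation, the citric acid cycle, branched-chain amino acid catabolism and the acute phase. They were tested with camera from limma 3.58.1 on voom values at a preset inter-gene correlation of 0.01, with fry beside it. Further lists covered genes higher in male or in female liver, X-linked genes with a Y copy, the sex label check, genes the study text names, and genes typical of exocrine pancreas, adipose tissue, skeletal muscle, gallbladder and bile duct, and red blood cells. Correlations of Pparg with the other genes of its list used residuals after sex and generation, with two-sided permutation tests of 100000 resamples.

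The genes named in the text followed a rule. For the sex contrast these were the 5 autosomal genes of largest fold change in each direction among called genes with an average log2 CPM of at least 1 and the same sign in all 5 generations. For the interaction and the generation effect they were the 5 genes of smallest p, and for between-mouse variation the 10 genes of largest residual SD with an average log2 CPM of at least 3. All genes of the label check, X-linked, lipid droplet and study text lists were included, and up to 3 called genes of largest fold change from each other list. Genes named outside this rule are said to be so. The designs, the rule and the alternatives were fixed before the data were examined, apart from alternatives described below as chosen later. The alternatives were DESeq2 size factors, scaling by total counts alone, no filter on low counts, an average CPM of at least 5, DESeq2 1.42.0, limma with voom weights, limma on the deposited variance stabilized values, library block as a term, no generation term, subsets of generations, sexes and blocks, and prior counts of 0.5 and 5. A value without a test was said to have moved where it changed by more than the SD over the 5 generations, or over blocks 1 to 5 for the variance explained by generation. Each comparison was also repeated with shuffled labels.

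The computations were tested on simulated counts drawn from the means and totals of these libraries, with 18833 genes. For the sex contrast by edgeR, 95% of 200 genes changed by 1.5-fold were called, and 7 of 18233 unchanged genes were called. For the generation effect by edgeR 79% of 200 genes changed 1.5-fold were called, and for the interaction by edgeR 75% of 200 genes changed 2-fold, with 5 of 18233 unchanged genes called. No 2 libraries of a group agreed within sampling noise, since the lowest chi-square per degree of freedom over all pairs was 159.8, so each library was counted as 1 replicate. No library was left out of the comparisons. Other tissues of the study, the genotypes and the physiological traits were not used here. Reads without molecular identifiers are not independent molecules.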

Results

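Gene expression was measured by poly(A) RNA sequencing in the livers of DO mice kept on one high-fat, high-sugar diet. The design sets females against males across 5 generation numbers, and the study included sex and generation as covariates in its models of this population. Groups held 48 females and 47 males of generation 17, 46 and 48 of generation 18, 50 and 48 of generation 19, 47 and 48 of generation 21, and 49 and 50 of generation 23. Total estimated counts per library averaged 78.6 M ± 15.1 (SD over all libraries) and ranged from 35.2 M to 151.9 M. Totals in females (78.7 M ± 16.0, SD, n = 240) and males (78.5 M ± 14.3, SD over all males) differed by less than the spread between mice. Library block 5 was sequenced more deeply (88.5 M ± 15.0, SD, n = 95) than blocks 1 to 4, whose means lay between 73.8 M and 79.4 M. Albumin (Alb, ENSMUSG00000029368) took 5.72% ± 1.44 (SD over all libraries) of the counts of a library. CT010467.1 (ENSMUSG00000106106) took 0.419% to 27.4% of them.

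Sex labels were checked with Xist (ENSMUSG00000086503, chromosome X, 103460366 to 103483254) and 4 genes of the Y chromosome. Ddx3y, Eif2s3y, Kdm5d and Uty had 0 counts in all 240 females and were above the midpoint between the sexes in all males. Their mean CPM in males was 67.95 ± 8.97, 42.8 ± 4.98, 19.7 ± 3.31 and 17.5 ± 4.43 (SD over all males), respectively. All 9 tested Y genes were at 0 in every female, and no fold change is given for them because the tables do not show whether these genes were estimated in females. Mean Xist was 663 CPM ± 172.1 (SD, n = 240) in females and 1.23 CPM ± 1.285 (SD over all males) in males, a log2 fold change of -9.08 ± 0.13 (SE, edgeR adjusted p = 2.28e-254), and all 240 females were above the male median. Other annotated genes, including the antisense gene Tsix, overlap Xist. In 2 females Xist lay below the midpoint, at a log2 CPM of 2.74 in female DO153 of generation 18 and 2.01 in female DO347 of generation 21, while the next lowest female was at 8.16. These libraries kept their labels, and no library was moved between groups.

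The first comparison asked how many liver transcripts differed between the sexes. By edgeR's quasi-likelihood test 11796 of 18833 genes (62.6%) differed at an adjusted p under 0.05, with 5825 higher in males and 5971 higher in females. Most differences were small, as the median absolute log2 fold change of the called genes was 0.21. At a difference of at least 2-fold, 1.78% of the genes tested were higher in males and 1.545% in females. Of the called genes 9980 had the same sign in all 5 generations when each was fitted alone. On the autosomes 11414 of 18246 genes were called. On the X chromosome 24.3% of 563 genes were higher in males and 40.5% in females. The call count moved most when library block 4 was analysed alone, to 29.5% of the genes. The direction of small differences depended on the scaling of libraries. When libraries were scaled by total counts alone, 12978 genes were called and 20.4% of them were higher in males, against 49.4% with TMM. Under that scaling the median log2 fold change of all genes was -0.11 (-0.0079 with TMM), 8618 of the 11796 calls were made with the same sign, and 770 were made with the opposite sign. Among 15 mitochondrial genes 8 were higher in males and 0 in females with TMM, whereas 0 were higher in males and 2 in females when total counts were used.

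Among autosomal genes the 5 largest differences towards males were in Obp2a, Moxd1, Cyp4a12a, Pitx3 and Mup21. Obp2a (ENSMUSG00000062061, chromosome 2, 25700043 to 25703326) had a mean of 22.5 CPM ± 73.9 (SD over all males) in males and 0.0622 CPM ± 0.197 (SD, n = 240) in females, a log2 fold change of 8.46 ± 0.30 (SE, edgeR adjusted p = 7.39e-100), and 95.02% of the males were above the female median. Cyp4a12a (ENSMUSG00000066071, chromosome 4, 115299046 to 115332815) had means of 661 CPM ± 202.7 and 4.74 CPM ± 14.2 (log2 fold change 7.18 ± 0.23, SE, edgeR adjusted p = 1.78e-113), and all males were above the female median. The log2 fold changes of Moxd1 (ENSMUSG00000020000, chromosome 10, 24223517 to 24302790), Pitx3 (ENSMUSG00000025229, chromosome 19, 46135685 to 46148326) and Mup21 (ENSMUSG00000066153, chromosome 4, 62147932 to 62150863) were 8.41, 7.14 and 6.73. Pitx3 lies opposite Elovl3, a gene of the list higher in male liver, and its counts are uncertain because the use of strand is not stated. A1bg also has a gene on its opposite strand, 4930402D18Rik, which is absent from the count table. Towards females the 5 largest differences were in Cyp3a16, Sult2a2, Cyp3a41b, Cyp3a41a and A1bg, and all 240 females were above the male median for each. Cyp3a16 (ENSMUSG00000038656, chromosome 5, 145436309 to 145469723) had a mean of 239.5 CPM in females (median 211.4, highest 798.2, n = 240) and 0.180 CPM ± 0.565 (SD over all males) in males, a log2 fold change of -10.44 ± 0.21 (SE, edgeR adjusted p = 1.71e-185). The log2 fold changes of Sult2a2 (ENSMUSG00000070811, chromosome 7, 13733505 to 13779636), Cyp3a41b (ENSMUSG00000075552, chromosome 5, 145558664 to 145584730), Cyp3a41a (ENSMUSG00000075551, chromosome 5, 145694049 to 145720136) and A1bg (ENSMUSG00000022347, chromosome 15, 60896859 to 60923012) were -9.98, -9.64, -9.48 and -9.31. Estimates of Cyp4a12a, Mup21, Cyp3a16, Sult2a2, Cyp3a41b and Cyp3a41a were fractional in 66.7% to 100% of libraries, which shows reads divided with similar genes, so their levels are uncertain. All 10 genes kept their sign and stayed past the threshold under every alternative tried.

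The sex difference was then fitted in each generation alone, so that the 5 fits shared no mice. Between 4908 genes (generation 17) and 7376 genes (generation 21) were called, and the plot of calls per generation shows both directions. Across the 18246 autosomal genes, Pearson's r of the log2 fold changes between pairs of generations was 0.82 to 0.87 and Spearman's rho 0.66 to 0.77. Genes are not independent replicates. There were 2772 genes called in all 5 generations, and no more than 19 genes called in both of any pair had opposite signs.

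**Figure D1:**
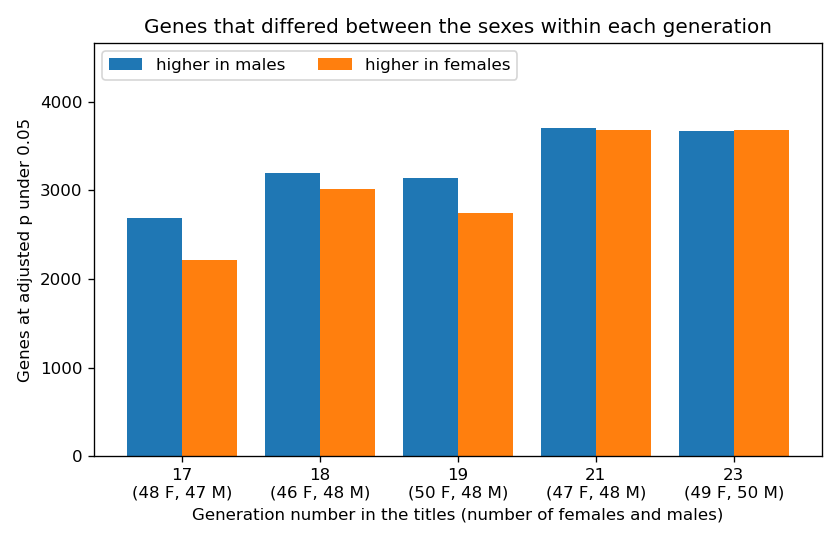
Genes that differed between females and males at an edgeR adjusted p under 0.05 (vertical axis, number of genes) in each generation number fitted alone (horizontal axis, with the numbers of females and males). Each pair of bars counts genes higher in males and genes higher in females. In generation 17 these were 2689 and 2219, and in generation 21 they were 3700 and 3676.

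The next comparison asked how far expression differed between generation numbers. With sex as a covariate, edgeR called 4659 genes, of which 5.99% had a range of at least 2-fold over the generation means. The median range among called genes was 0.21 on the log2 scale. Calls between pairs of generations ranged from 0.812% of the genes tested (19 and 23) to 15.2% (17 and 19). Pairs that gave few calls depended on the tool, as limma called 0.154% of the genes between generations 19 and 23 and 0.441% between 17 and 18, where edgeR called 0.812% and 2.74%. Over all pairs and alternatives 87 counts moved by more than 1.5 times and 93 did not, and most of those that moved came from single library blocks or a single sex, which hold fewer mice. The calls between generations 17 and 19 ranged from 1 to 2903 genes and those between 17 and 21 from 60 to 4193 genes, and 4 pairs (17 and 18, 18 and 19, 18 and 23, and 19 and 23) fell to 0 genes under at least 1 alternative. Within single library blocks, which hold fewer mice, 0.738% to 2.53% of the genes were called, whereas 4063 of the 4659 calls remained with library block as a term. The 5 genes of smallest p were Birc6, Mycbp2, Lnpep, Gm38372 and Smg1, all with their highest mean in generation 21. Long transcripts as a class were higher in that generation, with a median log2 change of 0.12 for those of over 12000 bases. A technical origin of that trend stays open, and differences of these genes may be part of it. All 5 stayed called with trends of the libraries with transcript length and GC content as terms. Birc6 (ENSMUSG00000024073, chromosome 17, 74528295 to 74703356) had means of 127.5 CPM ± 27.04 (SD, n = 47) in females and 160.1 CPM ± 15.19 (SD, n = 48) in males of generation 21, and of 95.46 CPM ± 10.28 (SD, n = 49) and 103.3 CPM ± 10.05 (SD, n = 50) in generation 23 (edgeR adjusted p over 5 generations = 2.68e-71). Its estimates were fractional in 99.4% of libraries, those of Smg1 in 77.96% and those of Gm38372 in 50.7%. Gm26749 overlaps Birc6 on the other strand. Mycbp2 (ENSMUSG00000033004, chromosome 14, 103113411 to 103346814) had means of 57 CPM ± 9.055 (SD, n = 95) in generation 21 and 40.3 CPM ± 5.46 (SD, n = 98) in generation 19. Lnpep (ENSMUSG00000023845, chromosome 17, 17521410 to 17625050), Gm38372 (ENSMUSG00000103509, chromosome 1, 7148110 to 7152137) and Smg1 (ENSMUSG00000030655, chromosome 7, 118131308 to 118243670) also had their highest mean in generation 21, at 24.45 CPM ± 6.19, 2.81 CPM ± 1.655 and 83.4 CPM ± 19.4 (SD, n = 95).

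Whether the sex difference itself differed between generations was tested by the interaction. EdgeR called 1.14% of the genes tested, of which 58.1% had a median under 1 CPM in both sexes. This share stood close to that from shuffled labels, since 20 shuffles gave 0.462% to 1.099% of the genes with a median of 0.759%. Limma on log2 CPM called 20 genes (0.106%), limma with voom weights 24 and limma on the variance stabilized values 21, and 16 genes were called by these and by edgeR. The 5 genes of smallest p in edgeR were A2m, Igkv6-20, Sult2a4, Sult2a6 and Sult2a3, and leaving out 1 library ended the call of each of these except A2m, for which it took a pair of libraries. A2m (ENSMUSG00000030111, chromosome 6, 121635376 to 121679227, adjusted p = 8.18e-20) reached 359.5 CPM in female DO497 and 108.1 CPM in female DO510 of generation 23, where the group median was 0.133 CPM. Without both of them its edgeR adjusted p was 0.955. Igkv6-20 (ENSMUSG00000076587, chromosome 6, 70335841 to 70336507, adjusted p = 2.57e-19) reached 239.5 CPM in male DO098 of generation 17 and no more than 1.53 CPM in any other male. Without that library its edgeR adjusted p was 0.107 and 0.807% of the genes were called. With the highest library per group capped at the next one Igkv6-20 was still called (edgeR adjusted p = 0.00152), as was A2m (7.51e-17). Sult2a4 (ENSMUSG00000074377, chromosome 7, 13909676 to 13989607), Sult2a6 (ENSMUSG00000070810, chromosome 7, 14222403 to 14254870) and Sult2a3 (ENSMUSG00000074375, chromosome 7, 14067446 to 14123044) were at 13.1, 8.405 and 19.4 CPM in male DO182 of generation 18, while the male median was 0. Without that library their edgeR adjusted p were 0.958, 0.642 and 0.961. None of these 5 genes was called by limma in any of the 3 forms.

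Sex, generation and library block were then compared by the variance they explained per gene. The R squared gained by a term added last had a median of 2.20% for sex, 1.22% for generation and 2.08% for library block. The mean expected by chance is 0.208%, 0.833% and 1.04%, and a median expected by chance would be lower. Sex explained over 10% of the variance of 20.01% of the genes, library block of 13.2% and generation of 1.025%. Among genes with an average CPM of at least 5 the median for sex was 3.98% and that for library block 3.47%. The first principal component held 11.97% of the variance, and sex explained 92.4% of its scores. The fourth held 1.73%, and library block explained 57.3% of its scores.

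**Figure D2:**
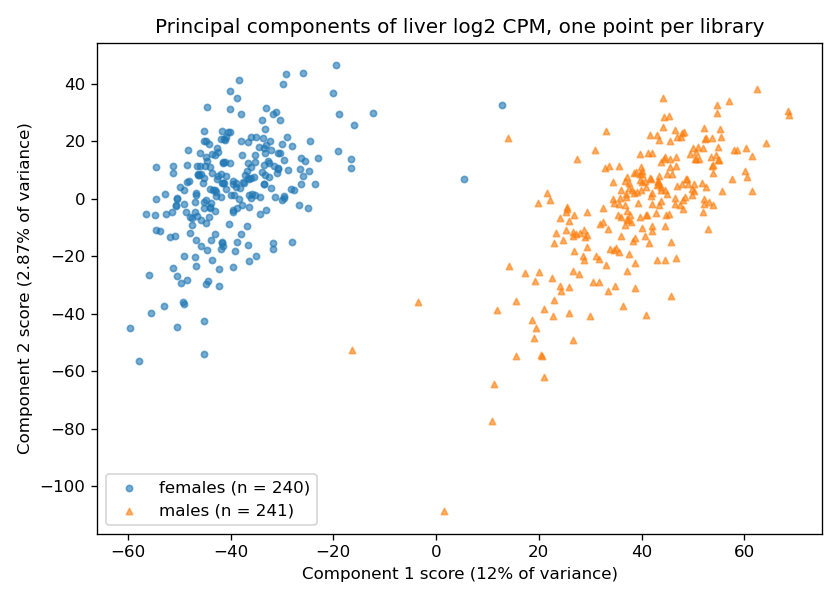
Scores of each library on principal components 1 (horizontal axis, 11.97% of variance) and 2 (vertical axis, 2.87% of variance) of gene-centred log2 CPM. Each point is a library, a circle for each of 240 females and a triangle for each male. The sexes lie mostly apart along component 1, but a few libraries of each sex fall within the range of the other.

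Between mice of the same sex and generation, the median residual SD of log2 CPM was 0.472, with quartiles of 0.246 and 0.934. On the deposited variance stabilized values it was 0.2575, and among genes with an average CPM of at least 5 it was 0.248. The median biological coefficient of variation was 31.7%, and it was 17.05% in that more highly expressed set. The 10 genes of largest residual SD were Mup19, Rpl19-ps11, Mup18, Gm6768, Rpsa-ps10, Gm13394, Sult3a2, Sult3a1, Rpl15-ps3 and Rps16-ps2. Mup19 (ENSMUSG00000078673, chromosome 4, 61778324 to 61782269) had a residual SD of 7.27 and ranged from 0 to 31420 CPM with a median of 2939 CPM over all libraries. Rpl19-ps11 (ENSMUSG00000081094, chromosome 8, 19492936 to 19493526), a processed pseudogene, had a residual SD of 4.03 and ranged from 0 to 191.2 CPM. The residual SDs of the other 8 ranged from 2.97 (Rps16-ps2) to 3.88 (Mup18). Males carried those of Sult3a2 (1.94 in females, 4.735 in males) and Sult3a1 (1.465 in females, 4.69 in males). Estimates of these 10 genes were fractional in 77.3% to 100% of libraries, so all of these levels are uncertain.

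Of the 7 gene lists tested as sets, camera called 4 in the sex contrast. Macrophage genes were lower in males (15 of 20 called, all lower, median log2 fold change -0.52, adjusted p = 3.52e-06), as were acute phase genes (10 of 12 lower and 1 higher, median -0.76, adjusted p = 0.00113). Oxidative phosphorylation genes were higher in males (22 of 24 called, all higher, median 0.096, adjusted p = 2.26e-05), and so were genes of branched-chain amino acid catabolism (9 of 21 higher and 2 lower, median 0.032, adjusted p = 0.0307). The directions of the last 2 lists depended on the scaling. By total counts alone 3 oxidative phosphorylation genes were higher and 10 lower in males (median -0.014), and 4 genes of branched-chain amino acid catabolism were higher and 12 lower (median -0.080). For the citric acid cycle 7 genes were higher and 6 lower with TMM, against 2 and 16 by total counts. Relative to the median of all genes, the oxidative phosphorylation list stood at 0.10 under both scalings, and the other list at 0.040 and 0.034. All 4 calls held under fry, which also called mitosis (adjusted p = 0.0053), and none held when the inter-gene correlation was estimated from the data. Camera gave an adjusted p of 0.671 for lipid droplet and PPAR gamma genes, 0.204 for mitosis and 0.654 for the citric acid cycle. The lipid droplet list had a positive median (0.084) and mean (0.11) while its test pointed to lower values in males, and the citric acid cycle list had a median of 0.013 and a mean of -0.018. The number of genes called when adjusted over the list alone was the same as that over all genes for each of the 7 lists but mitosis, where it was 2 in place of 7. All 15 genes of the list higher in male liver were higher in males and all 16 of the list higher in female liver were higher in females. The 4 X-linked genes with a Y copy, Ddx3x, Eif2s3x, Kdm5c and Kdm6a, were lower in males, with log2 fold changes of -0.37, -0.53, -0.33 and -0.55. These 3 lists, and the macrophage and acute phase lists, kept their direction under TMM, DESeq2 size factors and total counts.

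The largest differences in these lists were as follows. Among macrophage genes Marco, Vsig4 and Timd4 had log2 fold changes of -0.89, -0.74 and -0.66. Among acute phase genes Lcn2, Fgl1 and Saa2 had -1.46, -1.41 and -1.29. Ndufb3, Ndufa4 and Sdhb, of oxidative phosphorylation, had 0.28, 0.18 and 0.17, and Sdhb is also in the citric acid cycle list, whose largest differences were in Idh2 (-0.55), Pck1 (-0.43) and Ogdh (0.20). Hsd17b10, Acadsb and Pccb, of branched-chain amino acid catabolism, had 0.37, 0.36 and 0.18. For mitosis Mki67, Plk1 and Cenpf had -0.31, -0.27 and -0.25. In the list higher in male liver Mup20 had 6.69, after Moxd1 and Cyp4a12a. Of the lists for other tissues, 1 of 3 tested genes was called for exocrine pancreas (Cela1, 0.91), 3 of 4 for adipose tissue (Adrb3, 1.81, Car3, 1.10, and Lipe, 0.16), 0 of 1 for skeletal muscle, 3 of 8 for gallbladder and bile duct (Sox9, 1.12, Tff2, 0.56, and Spp1, 0.32) and 2 of 6 for red blood cells (Alas2, 3.34, and Slc4a1, -0.86). Nucb2, which the study text discusses in pancreatic islets and not in liver, was higher in males in the liver (0.59 ± 0.065, SE, edgeR adjusted p = 2.84e-17), and 74.7% of the males were above the female median. Among the genes named here and for the lipid droplet list, Adrb3, Alas2, Fitm1, Fitm2, Lipe, Mogat1, Plin4 and Plk1 have an annotated gene on the opposite strand and Spp1 one on the same strand, so their counts are uncertain. Estimates of Mup20, Alas2, Cenpf, Lipe, Fitm1, Fitm2, Mogat1, Scd1, Saa2 and Spp1 were fractional in more than 50% of libraries, which leaves their levels uncertain as well.

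The study singled out Pparg in the liver, so its level was compared with that of lipid droplet genes. Pparg (ENSMUSG00000000440, chromosome 6, 115360951 to 115490399) had a mean of 3.43 CPM ± 2.34 (SD, n = 240) in females and 2.98 CPM ± 3.30 (SD over all males) in males, and the sex difference was not called by edgeR over all mice (log2 fold change -0.21 ± 0.11, SE, adjusted p = 0.0953). That outcome depended on the analysis, as 8 of 28 alternatives called it lower in males, with an adjusted p down to 7.895e-05 (limma voom) and a log2 fold change down to -0.95 (library block 2 alone). In library block 5 alone the log2 fold change had the opposite sign, at 0.28, and was not called (edgeR adjusted p = 0.459). Over all mice 34.4% of males were above the female median. Of the other genes on its list, Cidec (1.37), Fitm1 (2.17), Fitm2 (0.24) and Fabp4 (0.19) were higher in males, Vldlr (-1.66), Cd36 (-1.05) and Plin4 (-0.36) were higher in females, and Plin2 (0.082), Mogat1 (0.36) and Scd1 (0.084) were not called, although 1 alternative called Plin2 and 3 called Mogat1 as higher in males. Plin2 changed sign when total counts were used. After removal of sex and generation, Pparg correlated positively with all 10 genes over all libraries. Pearson's r was highest for Cd36 at 0.669 (Spearman's rho 0.695) and Mogat1 at 0.6465 (rho 0.649). It was 0.471 for Fitm1 (rho 0.515), 0.444 for Cidec (rho 0.350), 0.431 for Scd1 (rho 0.418), 0.338 for Fabp4 (rho 0.312), 0.319 for Vldlr (rho 0.331) and 0.289 for Plin2 (rho 0.264). For these 8 genes both permutation p were 1e-05, the smallest that 100000 resamples can give, and their adjusted values over the 10 genes were below 3.33e-05. Plin4 had an r of 0.195 (permutation p = 3e-05, adjusted p = 3.33e-05) and a rho of 0.162 (permutation p = 0.00028, adjusted p = 0.000311). Fitm2 had an r of 0.128 (permutation p and adjusted p = 0.00488) and a rho of 0.133 (permutation p and adjusted p = 0.0034). Without the 2 libraries farthest from the median of Pparg, r was 0.670 for Cd36, 0.644 for Mogat1, 0.4675 for Fitm1, 0.447 for Cidec, 0.430 for Scd1, 0.336 for Fabp4, 0.332 for Vldlr, 0.277 for Plin2, 0.197 for Plin4 and 0.120 for Fitm2. Within each sex, generation and library block, 12 subsets in all, r lay between 0.577 and 0.730 for Cd36 and between 0.552 and 0.716 for Mogat1. The relation with Fitm2 did not hold within all subsets, where r ranged from -0.0218 to 0.3415 and was called in 4 of 12. Plin4 was called in 5 of 12, with r from 0.0574 to 0.3265. Within library blocks 1 to 5, 8, 7, 9, 7 and 9 of the 10 genes were called.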

Values the study reported

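The study reported a population of 482 diversity outbred mice, 240 females and 242 males. It gave their generations as 18, 19 and 21. Local and distal genetic factors were each reported to explain between 8% and 17% of the variance of the median transcript in every tissue.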

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

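The tests with the highest libraries capped and those without single libraries or a pair of libraries were chosen only after the results were seen, and so was the use of library trends as terms. The other tests here were set out before their results were seen.

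The sex difference was tested for a change between the 5 generations, and edgeR's quasi-likelihood test called 1.14% of the 18833 genes at an adjusted p under 0.05, with 1921 genes at an unadjusted p under 0.05. Of 21 splits of the libraries, the real one included, 1 gave as many calls, but the 20 shuffled ones gave 0.462% to 1.099% of the genes with a median of 0.759%. The count as a whole is therefore barely above what shuffled labels give, and most of the single calls may be of that kind. Limma on log2 CPM called 20 genes (0.106%), where shuffled labels gave no more than 6 and 1 of 100 splits, the real one, gave as many, and 17 of the 20 were also called by edgeR. In simulated counts, where 200 genes were given an interaction, edgeR called 5 of the 18233 genes left unchanged, so a test that holds for simulated counts was too liberal for the real ones. With the highest library per gene and group capped at the next one 0.7115% of the genes were called, and 50.7% of the calls were kept. This leaves open how much of the count single libraries make. Library block as the whole cause is argued against by the 76.7% of calls kept with block as a term. A trend between libraries with transcript length and GC content as the whole cause of limma's calls is argued against by 7 of 7 calls (100%) kept on even-numbered chromosomes, a small number.

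Of the 5 genes of smallest p, A2m was no longer called without a pair of libraries and each of the others without 1 library. A2m (adjusted p = 8.18e-20 by edgeR) was at 359.5 CPM in female DO497 and 108.1 CPM in female DO510 of generation 23, where the group median was 0.133 CPM. Leaving out female DO497 alone gave an adjusted p of 1.36e-10, so 1 library was not enough to account for it, but leaving out both gave 0.955. Over all alternatives the adjusted p ranged from 5.69e-20 to 0.955. Igkv6-20 (adjusted p = 2.57e-19 by edgeR), a variable segment of an immunoglobulin gene, was at 239.5 CPM in male DO098 of generation 17, and without that library the adjusted p was 0.107 (range over alternatives 8.05e-21 to 0.529). Sult2a4, Sult2a6 and Sult2a3 (adjusted p = 3.73e-12, 1.01e-11 and 1.27e-11 by edgeR) rested on male DO182 of generation 18, and without that library they were at 0.958, 0.642 and 0.961 (ranges 2.92e-12 to 0.985, 7.26e-12 to 0.994 and 7.26e-12 to 0.995). Sult2a2 (adjusted p = 2.56e-06 by edgeR) moved to 0.547 without the same library. With the highest library per group capped at the next one, A2m (adjusted p = 7.51e-17) and Igkv6-20 (0.00152) were still called by edgeR, and the 4 Sult2a genes were not. The calls of these 6 genes thus depended on 1 or 2 mice or libraries being left in, and none of them shows that the sex difference changes with generation. Whether the mice or the libraries were unusual was not tested here for A2m and Igkv6-20.

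The 4 calls that follow were not made by limma and stay open. Cyp3a41b (adjusted p = 2.62e-10 by edgeR) and Cyp3a41a (0.00202) kept an adjusted p of 7.03e-12 and 0.00884 with the highest libraries capped, but limma on log2 CPM gave 0.746 and 0.627, voom 0.979 and 0.628, and the variance stabilized values 0.739 and 0.701. Both are near 0 in most males, and reads are divided among the genes of this family. Slc4a1 (adjusted p = 4.72e-06 by edgeR) and Saa2 (0.000525) rose to 0.00278 and 0.00332 without female DO497 of generation 23, and limma on log2 CPM gave 0.357 and 0.804.

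Birc6 (adjusted p = 0.00011 by edgeR), Lnpep (0.00385), Gm38372 (0.0158) and Smg1 (0.0397) were called by every tool that was run. Limma on log2 CPM gave 0.000188, 0.00213, 0.00574 and 0.0281, voom 8.19e-05, 0.000325, 0.00067 and 0.0263, and with library block as a term edgeR gave 1.24e-05, 0.00143, 0.000885 and 0.00103. These are genes named for their difference between generations, with the highest mean in generation 21. Shares of unspliced RNA that differ between libraries, as tested for the long transcripts of generation 21 (median change of genes of type TEC 0.0791), may contribute and were not tested for the interaction. A biological difference in how the sexes differ between generations stays open and was not tested separately.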

How the results depend on the processing

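The alternatives that capped the highest libraries, left out single libraries, a pair of libraries or CT010467.1, left out the females of low Xist, or added library trends as terms were chosen after seeing the data. Counts of genes are given here as percent of the 18833 genes tested over all libraries, and moves were judged on the counts themselves. No paired analysis was possible because each mouse number occurs only once and belongs to a single group. None of the alternatives set out in advance had to be left out.

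The count of genes called between the sexes was 62.6% and stayed within 1.5 times of that in 23 of 29 alternatives. It was 36.7% at an average CPM of at least 5, where fewer genes were tested, and 33.7%, 37.8%, 36.9%, 29.5% and 30.7% in library blocks 1 to 5 alone, which hold fewer mice. Calls within each generation stayed within that limit in all alternatives run, which were voom and library block as a term. By total counts 20.4% of the called genes were higher in males, in place of 49.4%. The generation effect, 24.7%, was 15.95% at an average CPM of at least 5, 10.7% in females and 10.9% in males alone, and 0.738%, 1.65%, 2.53%, 2.36% and 1.195% in blocks 1 to 5 alone, and it stayed within 1.5 times in the other 11 alternatives. At an average CPM of at least 5 fewer genes were tested, and 2895 of the main calls for generation were among them. There 3004 genes were called, so the count among the genes tested did not fall. The interaction, 1.14%, fell to 0.239% at an average CPM of at least 5, to 0.127% with voom, to 0.1115% on the variance stabilized values and to 0.7115% with the highest libraries capped, and it stayed within 1.5 times in 13 others. The cause of the difference between edgeR and limma was not tested. Counts for pairs of generations moved in 87 values and stayed within 1.5 times in 93, and most of those that moved came from single library blocks or a single sex.

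The median R squared was 3.98% for sex and 3.47% for library block at an average CPM of at least 5, and the median residual SD was 0.248 there. The residual SD was 0.2575 on the variance stabilized values and 0.463 with a prior count of 5, both of which shrink differences of low genes by construction. The first component held 18.8% of variance on the variance stabilized values, where the cause was not tested. Of the 7 gene lists 0 were called by camera with an estimated correlation, 5 by fry and 4 with library block as a term.

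All 10 genes named for the sex contrast kept their direction and call in every alternative. Of the single values, 87.3% kept their direction and side of the threshold, 5.31% fell below it, 0.963% passed it, 4.1% (values without a test, or counts) moved, and 65 values (2.32%) reversed. Of these 65, 63 are sex differences of genes named for other results or for lists, and the main values were A2m -0.16, Igkv6-20 0.38, Mycbp2 -0.0058, Gm38372 -0.17, Smg1 0.044, Mup19 0.80, Rpl19-ps11 0.041, Gm13394 0.26, Rpl15-ps3 -0.0019, Rps16-ps2 -0.10, Pparg -0.21, Plin2 0.082, Mogat1 0.36, Fabp4 0.19 and Scd1 0.084 (log2 fold change). Only those of Gm38372, Mup19 and Fabp4 were called. The values after reversal follow, and their cause was not tested except that A2m and Igkv6-20 turned when their extreme libraries were left out.

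With limma and voom weights the values were A2m 0.62, Igkv6-20 -0.45, Gm38372 0.016, Mup19 -0.47, Rpl19-ps11 -0.061, Mogat1 -0.14 and Scd1 -0.085. On the variance stabilized values the values were A2m 0.095, Igkv6-20 -0.047, Rpl19-ps11 -0.075 and Scd1 -0.080. Without generation 17 the values were Igkv6-20 -0.69 and Mycbp2 0.0015. Without generation 18 the values were Rpl15-ps3 0.023 and Scd1 -0.0015. Without generation 19 the value was Rpl19-ps11 -0.010. Without generation 21 the values were Smg1 -0.0062 and Rpl19-ps11 -0.046. Without generation 23 the values were A2m 0.73, Mycbp2 0.0041 and Rpl15-ps3 0.071. In block 1 alone the values were A2m 0.78, Igkv6-20 -1.23, Mycbp2 0.011 and Rpl19-ps11 -0.10. In block 2 alone the values were A2m 0.50, Igkv6-20 -0.22, Smg1 -0.073, Gm13394 -0.11, Rps16-ps2 0.16, Plin2 -0.0065, Mogat1 -0.37, Fabp4 -0.044 and Scd1 -0.29. In block 3 alone the values were A2m 0.62, Igkv6-20 -0.86, Smg1 -0.0071, Gm13394 -0.23, Rpl15-ps3 0.029 and Scd1 -0.021. In block 4 alone the values were A2m 0.65, Mycbp2 0.059, Rpl19-ps11 -0.076, Rpl15-ps3 0.012, Mogat1 -0.77 and Scd1 -0.16. In block 5 alone the values were Mycbp2 0.014, Rpl15-ps3 0.090, Rps16-ps2 0.40 and Pparg 0.28. With library block as a term the value was Mycbp2 0.0014. Without a generation term the values were Mycbp2 0.0059 and Gm38372 0.018. With library trends as terms the value was Mycbp2 0.0022. By total counts alone the values were Smg1 -0.064, Rpl19-ps11 -0.074 and Plin2 -0.021. With the highest libraries capped the values were A2m 0.012 and Igkv6-20 -0.53. Without the most extreme library for A2m (female DO497 of generation 23) the values were A2m 0.0050 and Rpl15-ps3 0.00051. Without the 2 most extreme for A2m (also female DO510) the value was A2m 0.63. Without that for Igkv6-20 (male DO098 of generation 17) the value was Igkv6-20 -0.47. Of the 65 reversed values 7 were called with the sign reversed. These were A2m without both libraries (edgeR adjusted p = 0.000306), without generation 23 (0.000388) and with voom (0.00198), Igkv6-20 without generation 17 (0.0123), with the highest libraries capped (0.0244) and with voom (0.0316), and Smg1 by total counts (0.00633). For Pparg 8 of 28 alternatives called the sex difference in the direction of the uncalled value. The correlation of Pparg with Fitm2 was -0.022 in generation 17 alone and -0.0039 in generation 21 alone, and the other Pparg correlations kept their sign in all alternatives.

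The effect of depth on the genes of low level was not tested separately. At a median total of 76.7 M counts the filter corresponds to 0.13 CPM, and 58.1% of the interaction genes had a median under 1 CPM in both sexes.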

Other observations

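The tests below on edgeR's shuffled labels for sex and generation, on shuffled labels within generations and between pairs of generations, on scaling and unspliced RNA in generation 21, on 1 X chromosome, on the Y genes, on male DO182, on library block 1, on the genes of largest variation and on the clock genes were chosen only after the results were seen. Library trends as terms were added after the data were seen as well.

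Chance can be excluded for the sex contrast and the generation effect. By limma on log2 CPM 1 of 100 splits of the libraries, the real one, gave as many calls (64.6% of the genes for sex, against at most 1.253%, and 22.2% for generation, against at most 0.00531%). By limma the same held for each of the 5 generations alone, with at most 17 genes in shuffled labels. It also held by limma for each of the 10 pairs of generations, with at most 10 genes. By edgeR 1 of 21 splits gave as many for the sex contrast and for the joint test of generation. Shuffled labels gave edgeR at most 0.425% of the genes for sex and 0.536% to 1.77% for generation. EdgeR's counts within generations and for pairs of generations were not tested with shuffled labels. Its count for generations 19 and 23 (0.812% of the genes) lies within the shuffled range of the joint test. That is a different test, so chance stays open for this edgeR count. For the generation effect, library block as the whole cause is argued against by the 4063 of 4659 calls (87.2%) kept with block as a term, and the trends with length and GC content by the 1522 of 1870 calls (81.4%) on even-numbered chromosomes kept with both trends as terms. Breeding wave, season and housing were not in the labels and stay open, as does a genetic difference between generations.

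Long transcripts were higher in generation 21 than in the other generations. The median log2 change was -0.017 for transcripts of up to 1000 bases and 0.12 for those of over 12000 bases. Scaling by TMM removes a shift that moves all genes alike, so the short transcripts (-0.0173) are no separate test of such a scaling difference. Library block is argued against by the lowest median within blocks over transcripts of over 10000 bases (0.0681 in block 1, with 76.3% of genes above 0). That set is wider than the one of over 12000 bases, so the sizes of the 2 changes are not comparable. More unspliced RNA in these libraries is a candidate explanation, because 899 genes of the annotation type TEC had a median change of 0.0791, at percentile 100 of 10000 random lists of like expression (highest 0.00982). Of these genes 593 (65.96%) lie within the span of a coding gene on either strand, where they can report unspliced RNA, and the median change of those was 0.0967. The others cannot be read in that way. How RNA was handled for this generation is not in the labels, and a biological difference was not tested.

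The 2 females of low Xist had the liver expression of females. Their scores of male-typical minus female-typical genes were -2.45 (female DO153 of generation 18) and -4.54 (female DO347 of generation 21), while the lowest male was at 0.47, which argues against a male's label or a swap with a male. Poor recovery of long RNA is argued against by the 38.7% of libraries whose level of long transcripts was lower than that of female DO153, the lower of the pair. An active pair of X chromosomes without Xist is argued against by the 35 other females (14.7%) for female DO347, and the 56.7% for female DO153, that had a higher X-linked relative to autosomal level. Loss of 1 X chromosome is a candidate explanation, since Eif2s3x, Kdm5c and Kdm6a were low in both (no more than 2 females below either, and a median of 1 over these and Ddx3x). Ddx3x was low in female DO153 (4 females below) but not clearly so in female DO347 (32 females below, log2 CPM 7.835 against a male median of 7.71), which leaves the explanation weaker for DO347. No chromosome count was made, and this remains a hypothesis.

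All 9 tested Y genes were at 0 in every female, although Xist was above 0 before rounding in 240 males (99.6%). Reads that cross between libraries would be expected to bring a few counts of Ddx3y into females. Whether such reads are absent or the Y genes were set to 0 for females in the estimation cannot be told apart from these tables, because low Xist in males may also be real or due to shared sequence. The 0 values in females are therefore not an independent check of depth or of sex labels.

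Male DO182 of generation 18 had several female-typical genes at levels high for a male. The median over 16 such genes was 41.04% of the female median, while Xist was at 0.272% of its female median, which argues against female liver RNA mixed into the library. For each of these 16 genes at least 1 other male was higher. No other male was higher for Sult2a2, Sult2a3, Sult2a4 and Sult2a6, which are outside that list and were chosen after their values were seen, whereas Cyp3a41a (3.08%) stayed far below the female level. No biological explanation was tested.

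Library block 1 differed from the other blocks along GC content. Across 7813 genes Spearman's rho of the change in block 1 with GC content was 0.758, and genes are not independent replicates. For blocks 2 to 5 rho was -0.58, -0.649, -0.736 and 0.475, so blocks 2 to 4 had the sign opposite to that of blocks 1 and 5. A technical step shared within a block may account for it.

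Among the genes of largest residual SD, 77.3% or more of the libraries had a fractional estimate for each of the 10 genes, while the median over genes of like expression was 0%. Between 66.9% and 83.4% of those genes had a lower share. Reads divided between similar genes may therefore contribute to this variation, as may differences between founder alleles in how reads align, which was not tested.

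Clock genes varied between mice in opposed directions. After removal of sex and generation, Arntl correlated with Dbp at r = -0.837 (rho = -0.829, permutation p and adjusted p = 1e-05 for both, the smallest that 100000 resamples can give, over all libraries), and r was -0.844 without the 2 libraries farthest from the median of Arntl. Over the 6 pairs of Arntl or Npas2 with Dbp, Nr1d1 or Per3, r ranged from -0.837 to -0.528, and within library blocks from -0.883 to -0.303. Mice sampled at different phases of the daily cycle may account for this, and the time of sampling is not in the labels. These genes were chosen after the data were seen.

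For lists of other tissues, male DO190 of generation 18 had the highest exocrine pancreas score (3.46, mean log2 CPM of 3 tested genes of 18 listed), with the next library at 0.78. The highest red blood cell score was 6.38 in female DO497 of generation 23 and the next 6.26, over 6 of 7 listed genes. The highest scores were 4.62 for adipose tissue (next 4.59, over 4 of 9 listed genes) and -0.0165 for skeletal muscle (next -0.205, over 1 of 8). They were 1.18 for gallbladder and bile duct (next 1.16), 9.26 for the acute phase (next 8.96), 5.63 for macrophages (next 5.61) and 1.98 for mitosis (next 1.945). The authors' filter removed genes seen in few libraries, so other tissue carried into a few libraries could go unseen by these scores.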
